A study of Homo sapiens with 12 samples. Its data were reported in "O-GlcNAcylation of MITF regulates its activity and CDK4/6 inhibitor resistance in breast cancer" (2024).

How the data were processed

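The libraries are labelled as human MCF-7 breast cancer cells and were prepared with the Illumina TruSeq Stranded mRNA kit. The aligner and its version are not given in the sources used here. The processing notes name only the mouse builds GRCm38 and mm10, whereas 96.2% of the Ensembl genes in the MCF-7 PR control and MCF-7 PR shMITF files have the same start and end as in human GENCODE 29 on GRCh38. The counts per Ensembl gene of those 6 libraries were used as deposited by the authors. The deposited gene values of the 6 MCF-7 WT and MCF-7 PR libraries are read support per symbol in steps of 0.5, and 1% to 1.13% of the genes of each library lie below 0.

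In the MCF-7 WT and MCF-7 PR files, 361 genes below 0 in any library were left out, as was ELMO2, which was absent from 1 library of its group and at 20 or more in another. Because these values are not plain counts, they were rounded to whole numbers for the count-based test that had been fixed, and limma-trend was run on the unrounded values as an alternative. Whether introns were counted and whether reads were assigned by strand is not stated for these files. Of 28177 entries in any library 27815 were kept, and 1456 older symbols were matched to the current one. The 2 experiments share no library and no kind of file, so each was fitted on its own 6 libraries.

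Genes were tested with edgeR 4.0.16 in R 4.3.3 by quasi-likelihood F tests after filterByExpr and TMM scaling, with Benjamini-Hochberg (BH) adjustment over all tested genes and a threshold of 0.05. Levels are counts-per-million (CPM) on TMM-scaled library sizes, given as mean ± SD of 3 libraries, and log2 fold changes are given ± standard error. A gene at 0 in all 3 libraries of a group has a lower bound of its fold change from a floor of 3 counts over that group, and for 1 to 3 counts an exact 95% counting interval of the ratio is given. In the MCF-7 WT and MCF-7 PR files these bounds and intervals hold only if the values behave as counts. DESeq2 1.42.0 and limma-trend in limma 3.58.1 served as alternatives.

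Gene lists were tested with camera in limma at a preset correlation of 0.01, BH-adjusted over the lists of a comparison, and again with an estimated correlation. The fry test in limma, whose p-value asks whether the genes of a set move on balance in 1 direction, was an alternative. The 24 lists covered MITF and study genes, the study SASP genes, SASP factors, the MITF signature of the study, MITF melanocyte targets, lysosome and TFE targets, hexosamine and O-GlcNAc enzymes, CREB targets, CDK4/6 and RB regulators, DNA replication, G2/M, p53 targets, estrogen response, luminal markers, basal and EMT markers, interferon response, antigen presentation, NF-kB signalling, hypoxia and glycolysis, cholesterol and fatty acid synthesis, the unfolded protein response, ribosomal proteins, mitochondrially encoded genes, and PI3K and growth factor signalling. Another 10 lists held markers of other cell types.

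Named genes followed a rule: every MITF, study and study SASP gene, the 12 called genes with the largest rise and the 12 with the largest fall at a mean of at least 5 CPM, up to 2 called members per direction of each list, and genes called in opposite directions in the 2 comparisons. No gene met the last condition. Other members of the lists are named because they typify the list, and genes called by DESeq2 alone were named after their values were seen. The samples, tests, lists, naming rule and first alternatives were fixed before the data were examined. The added alternatives were chosen afterwards, namely limma-trend, the fits without the 4 most abundant features or with values below 0 set to 0, the fit of libraries numbered 2 and 3 alone, and the gene sets with both the replicate number as a block and an estimated correlation.

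Same-numbered MCF-7 PR control and shMITF libraries deviated together from their group means, with correlations of 0.472, 0.23 and 0.306, and every other pairing was lower for each library. The replicate number was therefore fitted as a block in an alternative. In simulated data built on these libraries, 75 of 100 genes changed 2-fold and 100 of 100 changed 4-fold were recovered in the MCF-7 WT and MCF-7 PR design, and 41 and 100 of 100 in the MCF-7 PR control and shMITF design. The numbers of unchanged genes called were 10 of 14186 and 11 of 16967, and 0 of 20 random lists passed in either design. The simulated genes were drawn independently, with no batch and no correlation between genes. These error rates therefore need not hold for the real libraries and lists. The changed genes and the lists were drawn only from genes at a mean of at least 5 CPM. The recovery therefore does not extend to scarcer genes such as MITF.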

Results

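RNA-seq was examined in cells labelled as MCF-7, a luminal breast cancer line that depends on the estrogen receptor, and as its palbociclib-resistant form. One experiment held 3 libraries labelled MCF-7 WT and 3 of the resistant cells, MCF-7 PR. The other held 3 MCF-7 PR control libraries and 3 labelled MCF-7 PR shMITF, for a hairpin RNA against the transcription factor MITF. Library totals ran from 4413646.5 (MCF-7 WT 3) to 6027847 (MCF-7 PR 2), so 3 counts equalled 0.488 to 0.702 CPM. In the other experiment they ran from 50320725 (control 1) to 60224481 (shMITF 1), with control 2 at 106458631, and 3 counts equalled 0.0279 to 0.0577 CPM. The study describes its replicates in general as independent experiments, but no label says that these libraries came from separate cultures, so p-values are taken to measure only the spread between these samples, and counting intervals and floors cover counting error only. In the MCF-7 WT and MCF-7 PR files, whose values are not plain counts, the intervals and floors need not cover even that.

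Luminal and estrogen-response genes, which define the epithelial identity of MCF-7, rose in MCF-7 PR relative to the libraries labelled MCF-7 WT, where many were near 0. Both lists missed the threshold with an estimated correlation (camera in limma, BH-adjusted p = 0.0776 and 0.124). GATA3, the transcription factor that maintains luminal cells, rose from 0.504 ± 0.314 to 708 ± 30.5 CPM, and the estrogen receptor gene ESR1 from 10.1 ± 2.59 to 261 ± 24.7 CPM. Mitotic genes were lower as a list, though not with an estimated correlation (camera in limma, BH-adjusted p = 0.728). VIM, the intermediate filament of mesenchymal cells, fell from 613 ± 106.2 to 0.193 ± 0.18 CPM, and the mitotic cyclin CCNB1 from 185 ± 34.7 to 56.8 ± 13.3 CPM. CDKN2A, which encodes the CDK4/6 inhibitor p16, stood at 61.5 ± 5.93 CPM in the libraries labelled MCF-7 WT and had 0 counts in all 3 MCF-7 PR libraries. MCF-7 has lost CDKN2A by deletion, so the libraries labelled MCF-7 WT may be of a different line, as weighed below. The rises and falls against them throughout need not come from resistance.

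**Figure D1:**
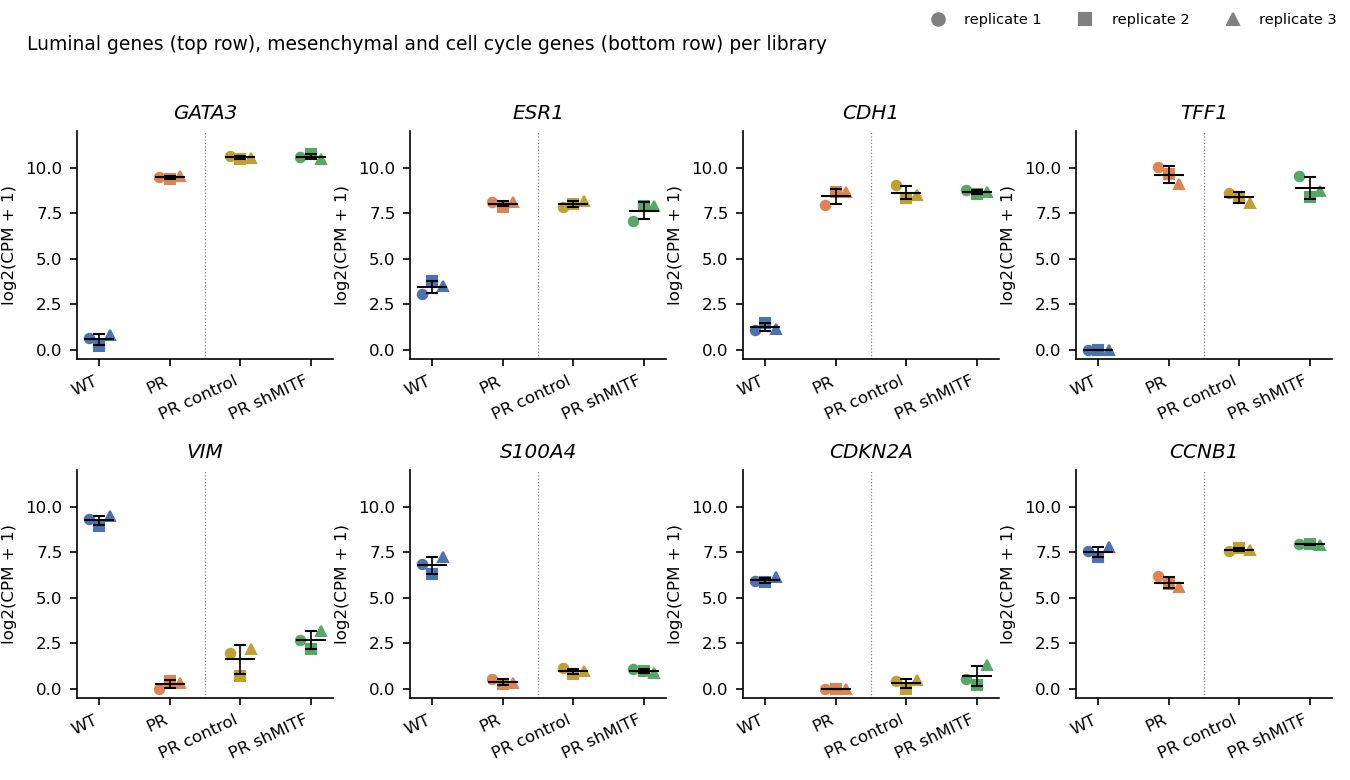
Expression of luminal genes (top) and of VIM, S100A4, CDKN2A and CCNB1 (bottom) as log2(CPM + 1) in each library of the 4 groups, with a dotted line between the 2 experiments; markers show replicates and bars the mean ± SD. The 4 luminal genes were lowest in the libraries labelled MCF-7 WT, and VIM, S100A4 and CDKN2A were high only there.

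In edgeR, 10277 of 14662 tested genes passed a BH-adjusted p of 0.05, 5133 higher and 5144 lower in MCF-7 PR, and 3562 and 3237 of these differed by over 2-fold. At the thresholds of the study, an unadjusted p below 0.05 and 2-fold, the counts were 3563 and 3238. The first principal component held 94.1% of the variance and parted the 2 groups. The balance of directions rests on the scaling: with library size alone the split was 3673 higher and 6577 lower, and the median log2 fold change of all genes moved from -0.02 to -0.40. The 4 most abundant features took 43.1%, 32.5% and 30.9% of the MCF-7 PR totals and 24.4%, 27.8% and 18% of the MCF-7 WT totals.

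MITF (ENSG00000187098, chromosome 3, 69739435 to 69968337, plus strand), the melanocyte and lysosome regulator that the study links to resistance, was scarce in both groups. It was at 0.568, 1.14 and 0.586 CPM in MCF-7 WT 1 to 3 and at 2.57, 2.85 and 1.56 CPM in MCF-7 PR 1 to 3, or 13 against 34 counts. MITF missed the low-count filter. Without a filter in edgeR its log2 fold change was 1.54 with a BH-adjusted p of 0.00281, and with a filter of 1 CPM in 3 libraries it was 1.55 with a BH-adjusted p of 0.00334. It was also tested in edgeR without WT 1, WT 3 or PR 3, at log2 fold changes of 1.37, 1.40 and 1.79 and BH-adjusted p of 0.0195, 0.016 and 0.00188.

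OGT, the enzyme that attaches O-GlcNAc to proteins such as MITF, rose from 110 ± 10.9 to 261 ± 69.4 CPM (log2 fold change 1.26 ± 0.21, edgeR BH-adjusted p = 0.000238). OGA, which removes the sugar, stood at 175 ± 12.5 and 123 ± 38.3 CPM and did not pass (-0.51 ± 0.22, edgeR BH-adjusted p = 0.0561). Without PR 3 its BH-adjusted p in edgeR was 0.0277. CCND1, the cyclin partner of CDK4 and CDK6, rose 1.67 ± 0.24 on the log2 scale (edgeR BH-adjusted p = 6.8e-05), while CDK4 fell by 1.32 ± 0.22 and CCNB1 by 1.71 ± 0.21 (edgeR BH-adjusted p = 0.000246 and 1.67e-05). CDKN1A, the p21 inhibitor induced by p53, rose from 1.95 ± 0.347 to 16.8 ± 4.1 CPM (3.11 ± 0.27, edgeR BH-adjusted p = 1.31e-06). CDK6 stood at 22.7 ± 17.9 and 44.2 ± 4.49 CPM and missed the threshold (0.94 ± 0.40, edgeR BH-adjusted p = 0.0509), but passed without WT 2 (1.82, BH-adjusted p = 1.01e-05) and without PR 3 (BH-adjusted p = 0.0483). RB1, the target of CDK4 and CDK6, did not pass in edgeR (0.30 ± 0.17, BH-adjusted p = 0.126), and its direction turned under library-size scaling (-0.08).

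TFEB and TFE3, the lysosomal relatives of MITF, moved in opposite directions, TFEB to 3.69 from 1.70 CPM and TFE3 to 15.4 from 22.1 CPM (log2 fold changes 1.09 ± 0.40 and -0.53 ± 0.18, edgeR BH-adjusted p = 0.0283 and 0.0236). TFEB missed the threshold without WT 1, WT 3 or PR 2 (edgeR BH-adjusted p = 0.0962, 0.0654 and 0.103), and TFE3 without WT 1 or PR 2 (0.0545 and 0.14). CREB1, a cAMP-driven factor, fell by 0.47 ± 0.16 on the log2 scale (edgeR BH-adjusted p = 0.0238), but not without WT 1, PR 2 or PR 3 (0.0548, 0.083 and 0.106). The third relative, TFEC, had 2 counts in each group. Of the secreted factors CSF1 and SERPINE1, both below the filter, CSF1 stood at 1.38 ± 0.371 and 0.371 ± 0.463 CPM and SERPINE1 at 2.22 ± 0.578 and 0.751 ± 0.245 CPM. IL6 had 0 counts in every library, PTGER2 and CXCL8 had 4 counts in MCF-7 WT and 0 in MCF-7 PR, MMP10 had 2 and 1, and NAIP and CCL2 were not available for testing. A 0 in every library of these files is no evidence of missing expression. CLDN3, CLDN4, JUNB and ID1 were also at 0 in all of them, but averaged 587, 676, 200 and 75.9 CPM in MCF-7 PR control.

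Luminal markers were the list with the smallest p-value: 18 of 20 tested genes rose, 1 fell and 1 was uncalled, with a median log2 fold change of 3.31 (camera in limma, BH-adjusted p = 7.41e-13, adjusted p = 0.0776 with an estimated correlation). CLDN3, CLDN4 and TFAP2B were not tested, and CLDN3 and CLDN4 had 0 counts in every MCF-7 WT and MCF-7 PR library. CDH1, the adhesion protein of epithelia, rose from 1.37 ± 0.368 to 353 ± 90.3 CPM, the pioneer factor FOXA1 from 0.58 ± 0.391 to 39.8 ± 8.67 CPM and the keratin KRT8 from 188 ± 34.7 to 2023 ± 804 CPM. BCL2, an estrogen-induced survival gene, was the member that fell (-1.53 ± 0.29, edgeR BH-adjusted p = 0.000508). Estrogen-response genes followed, with 36 of 48 higher, 8 lower, 4 uncalled and a median of 2.63 (camera in limma, BH-adjusted p = 1.93e-12, adjusted p = 0.124 with an estimated correlation). Among the receptor targets, TFF1 went from 0 counts to 809 ± 253 CPM, GREB1 from 17.9 ± 5.15 to 540 ± 82.6 CPM and PGR from 1 count to 34.5 ± 5.1 CPM. KRT13 and KCNK5 fell by 5.82 ± 0.55 and 3.20 ± 0.35 on the log2 scale (edgeR BH-adjusted p = 2.2e-06 and 7.08e-06). With library size alone the medians of the 2 lists were 2.87 and 2.28.

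In G2/M, the genes of mitosis, 47 of 56 genes were lower, 2 higher and 7 uncalled (median -1.19, camera in limma, BH-adjusted p = 8.42e-07, adjusted p = 0.728 with an estimated correlation). NEK2 and KIF18A, which act at the spindle, fell by 2.26 ± 0.20 and 2.13 ± 0.16 on the log2 scale, and CDC20, PLK1 and MKI67 by 2.11, 1.34 and 1.15. The kinase AURKA and the phosphatase CDC25B were the 2 higher members (0.36 ± 0.15 and 0.47 ± 0.15, edgeR BH-adjusted p = 0.0475 and 0.0159). Under library-size scaling AURKA turned to -0.01. AURKA missed the threshold without WT 1, WT 2, PR 2 or PR 3 (edgeR BH-adjusted p = 0.164, 0.126, 0.103 and 0.0964) and CDC25B without WT 1, PR 2 or PR 3 (0.0651, 0.0677 and 0.0565). In DNA replication 39 of 60 genes fell, 2 rose and 19 were uncalled (median -0.82, camera in limma, BH-adjusted p = 0.000264, adjusted p = 0.728 with an estimated correlation). The single-strand DNA binder RPA2 and its partner TIPIN fell by 2.00 ± 0.16 and 1.90 ± 0.22 on the log2 scale, whereas FAM111B went from 2 counts to 7.39 ± 0.993 CPM, a ratio between 16.5 and 511, and the folate enzyme DHFR rose by 0.80 ± 0.28. DHFR missed the threshold without WT 1, WT 3 or PR 1 (edgeR BH-adjusted p = 0.075, 0.0892 and 0.1).

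Targets of p53, the damage-response factor, rose: 25 of 36 were higher, 4 lower and 7 uncalled (median 1.08, camera in limma, BH-adjusted p = 0.00293, adjusted p = 0.608 with an estimated correlation). The cytokine GDF15 rose from 0.417 ± 0.196 to 21 ± 5.25 CPM, the phosphatase PPM1D from 16.9 to 140 CPM and the p53 antagonist MDM2 from 21.6 to 81.9 CPM, while the receptor EDA2R fell to 1 count from 66. Cholesterol and fatty acid synthesis was lower in 19 of 32 genes, higher in 4 and uncalled in 9 (median -0.70, camera in limma, BH-adjusted p = 0.0357, adjusted p = 0.728 with an estimated correlation). The list missed the threshold without PR 1 (camera in limma, BH-adjusted p = 0.0609). PCSK9, which degrades the LDL receptor, fell from 116 ± 12.4 to 0.137 ± 0.122 CPM, whereas the sterol enzyme SQLE rose from 3.6 ± 0.623 to 99.7 ± 9.25 CPM. Adjusted over the list alone, the counts were 38 higher and 8 lower for estrogen response, 27 and 4 for p53 targets, and 4 and 20 for cholesterol synthesis, and were unchanged for the other 3 lists.

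Lists tied to MITF did not pass camera with the standard filter, and 0 of the 23 lists tested in this comparison passed with an estimated correlation. The MITF signature of the study held 38 higher and 34 lower genes of 88, with its median (0.15) and its mean (-0.32) of opposite sign (camera in limma, direction down, BH-adjusted p = 0.735). Adjusted over the list alone the counts were 39 and 35. The signature includes AKAP12, an anchor of protein kinase A, which fell by 7.92 ± 0.31 on the log2 scale, and the neuronal adaptor ANK3, which rose by 4.95 ± 0.24. MITF melanocyte targets, the pigment genes, had 5 higher and 2 lower of 8 (median 0.86, BH-adjusted p = 0.628 by camera in limma and 0.00414 by fry), with SLC24A5 higher by 6.85 ± 0.33 and CAPN3 lower by 2.91 ± 0.21. SLC24A5 overlaps MYEF2, a gene at 5 CPM or more, and whether reads were assigned by strand is not stated. It stood at 0 CPM in MCF-7 PR control. Lysosome and TFE targets had 29 higher and 8 lower of 51 (median 0.66, BH-adjusted p = 0.174 by camera in limma, 0.0157 without a filter and 0.00884 by fry): the protease CTSD rose from 50.2 ± 10.6 to 857 ± 276 CPM and CTSZ fell from 50.3 ± 8.73 to 2.21 ± 0.55 CPM. Hexosamine and O-GlcNAc enzymes had 6 higher and 3 lower of 12 (median 0.22, BH-adjusted p = 0.735 by camera in limma and 0.0481 by fry), including HK1 (1.96 ± 0.15) and UAP1 (-1.14 ± 0.20). CREB targets had 9 higher and 10 lower of 22, a median of 0.14 against a camera direction of down (limma, BH-adjusted p = 0.735), with PDE4D, which degrades cAMP, higher by 2.98 ± 0.21 and the neurotrophin BDNF lower by 4.41 ± 0.24. MITF and study genes had 4 higher and 4 lower of 11 (median 0.30, BH-adjusted p = 0.875 by camera in limma), or 5 and 5 over the list alone. With library size alone the medians of the MITF signature, CREB, hexosamine and MITF and study lists turned negative.

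Secreted factors of senescent cells (SASP) moved in both directions. The study SASP genes had 3 higher and 1 lower of 4, the same over the list alone (median 1.81, camera in limma, BH-adjusted p = 0.735). The chemokine CXCL12 went from 0 counts to 15.7 ± 7.22 CPM, at least 89.8-fold, IGFBP7 fell from 22.7 ± 3.77 to 0.305 ± 0.264 CPM (-6.22 ± 0.42), and IGFBP2 rose by 0.52 ± 0.20 (edgeR BH-adjusted p = 0.0357). IGFBP2 missed the threshold without WT 2, WT 3 or PR 2 (edgeR BH-adjusted p = 0.0998, 0.146 and 0.114). Of the broader SASP factors 16 rose and 12 fell of 34 (median 0.01, turning negative with library size alone, camera in limma, BH-adjusted p = 0.875), among them IGFBP5, from 2 counts to 115 ± 36.3 CPM, and the urokinase PLAU, from 20.3 ± 6.3 CPM to 1 count.

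Several further lists held large changes without passing camera. Basal and EMT markers had 15 lower and 9 higher of 28 (median -1.05, camera in limma, BH-adjusted p = 0.0643). They passed with library size alone, with the replicate number as a block and without WT 1, WT 2 or WT 3 (camera in limma, BH-adjusted p = 0.0404, 0.0428, 0.0427, 0.0256 and 0.016), and by fry (0.000428), but not with an estimated correlation (0.458) or with that and the block (0.785). S100A4, a mesenchymal calcium binder, fell from 113 ± 35.9 to 0.29 ± 0.156 CPM, whereas TGFBI rose from 3 counts to 47 ± 3.45 CPM. Interferon response had 21 higher and 3 lower of 31 (median 1.10, camera in limma, BH-adjusted p = 0.137), with OAS1 from 3 counts to 13.7 ± 7.28 CPM. It passed with library size alone, without a filter, with the block and without PR 3 (camera in limma, BH-adjusted p = 0.0368, 0.0131, 0.0428 and 0.0145), but not with an estimated correlation (0.899) or with that and the block (0.862). CDK4/6 and RB regulators had 16 lower and 7 higher of 30 (median -0.59, BH-adjusted p = 0.174 by camera in limma and 0.00446 by fry), the repressor E2F6 rising by 2.41 ± 0.16. Ribosomal proteins had 20 lower and 2 higher of 63 (median -0.47, camera in limma, BH-adjusted p = 0.192, with 0.0404 by library size alone, 0.038 without a filter and 0.000944 without PR 1), or 16 and 0 over the list alone. RPL19 and RPL23 fell by 1.38 ± 0.33 and 1.34 ± 0.30 on the log2 scale.

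NF-kB signalling had 8 lower and 4 higher of 15 (median -0.41, BH-adjusted p = 0.393 by camera in limma and 0.00153 by fry), with the brake TNFAIP3 lower by 4.35 ± 0.33 and ICAM1 higher by 4.88 ± 0.41 on the log2 scale. Hypoxia and glycolysis had 16 lower and 10 higher of 32 (median -0.37, camera in limma, BH-adjusted p = 0.622), the carbonic anhydrase CA12 rising by 5.93 ± 0.29 and ALDOC falling by 2.86 ± 0.24. The unfolded protein response had 11 higher and 7 lower of 29 (median 0.26, camera in limma, BH-adjusted p = 0.628), with the secretory factor XBP1 at 4.33 ± 0.19. PI3K and growth factor signalling had 14 higher and 10 lower of 33 with a median of 0.13 and a mean of -0.38 (camera in limma, direction down, BH-adjusted p = 0.735). ERBB4, a receptor of neuregulins, rose from 0.656 ± 0.137 to 313 ± 33.7 CPM, and the ERK-induced genes DUSP6 and ETV4 fell by 6.36 ± 0.40 and 6.09 ± 0.21. The unfolded protein and PI3K medians turned negative with library size alone. Of 25 antigen presentation genes only 8 were tested, so that list gives no result as a whole.

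**Figure D2:**
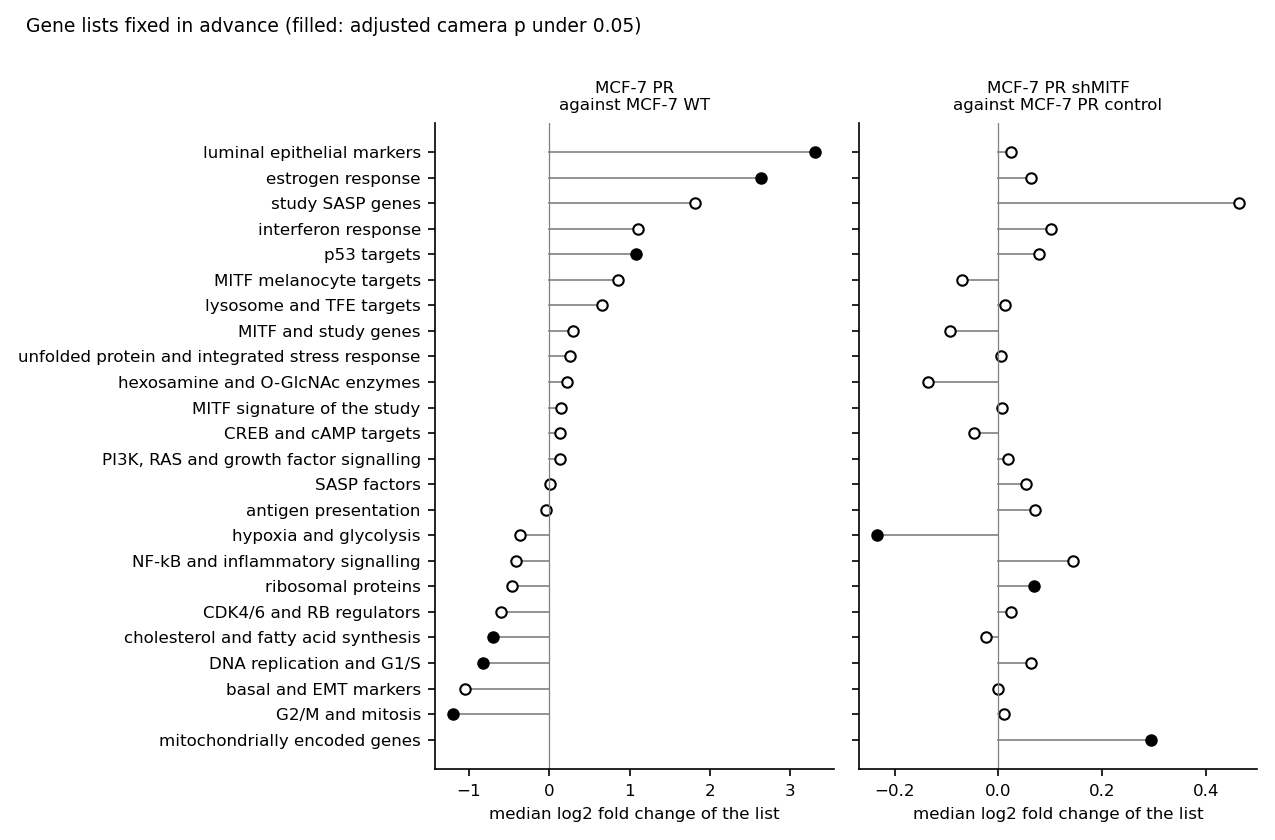
Median log2 fold change of the members of each gene list in MCF-7 PR against MCF-7 WT and in MCF-7 PR shMITF against control; filled symbols mark a BH-adjusted camera p below 0.05. Luminal and estrogen lists lay highest in the first comparison, and in the second only hypoxia and glycolysis, ribosomal and mitochondrially encoded lists were filled.

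Among the largest rises in MCF-7 PR were genes with 0 counts in every library labelled MCF-7 WT. A 0 in these files need not be absence, as CLDN3, CLDN4, JUNB and ID1 above show. The fold bounds and ratio intervals of rises and falls therefore hold only if the values behave as counts. The trefoil gene TFF1 (chromosome 21, 42362282 to 42366594) rose at least 4436-fold, the GDNF receptor GFRA1 (482 ± 35.6 CPM) at least 2665-fold, CLEC3A (142 ± 41.3 CPM) at least 795-fold, TFF3 (89.5 ± 18.5 CPM) at least 489-fold and the androgen-driven protease TMPRSS2 (45.2 ± 13.9 CPM) at least 255-fold. The antisense RNA DSCAM-AS1 (244 ± 22.4 CPM) rose at least 1342-fold and lies within DSCAM, which went from 0.311 to 1178 ± 62.5 CPM, and whether reads were assigned to the 2 by strand is not stated. MLPH, a melanosome adaptor, rose from 0.41 ± 0.232 to 2059 ± 70.9 CPM and the adhesion gene NCAM2 from 3 counts to 823 ± 94.1 CPM, a ratio between 1540 and 21840. The zinc-finger genes ZNF682 and ZNF350 and the synaptic gene SYT10 rose from 0 counts by at least 318-fold, 282-fold and 216-fold.

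Among the largest falls, the metallothioneins MT1M (177 ± 56.7 CPM) and MT1E (31.3 ± 7.8 CPM) fell to 0 counts, at least 833-fold and 148-fold, and the glutathione transferase GSTP1 fell from 219 ± 56.8 CPM to 1 count, a ratio between 555 and 122100. LDHB, the lactate dehydrogenase subunit, fell from 647 ± 171 CPM to 2 counts (ratio between 1265 and 37750), VIM to 3 counts (993 to 14080) and the matrix proteoglycan VCAN from 199 ± 17.7 CPM to 1 count (515 to 113500). CDKN2A (chromosome 9, 21967753 to 21995301), RPE65, the G protein GNAI1 and the cancer-testis gene CSAG1 fell to 0 counts, at least 293-fold, 463-fold, 208-fold and 156-fold. CSAG4 and the calcium binder S100A6 fell to 1 count from 165 ± 42.2 and 159 ± 58.7 CPM. The neighbour of CDKN2A, CDKN2B, stood at 7.38 ± 0.498 CPM in MCF-7 WT and had 0 counts in MCF-7 PR.

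MITF was no lower by test in the libraries labelled MCF-7 PR shMITF, the resistant cells given a hairpin against it. It stood at 0.808, 1.25 and 1.40 CPM in control 1 to 3 (42, 134 and 82 counts) and at 0.516, 0.927 and 1.27 CPM in shMITF 1 to 3 (29, 56 and 74 counts). It was lower in shMITF in each of the 3 same-numbered pairs. The means were 1.15 ± 0.307 and 0.903 ± 0.375 CPM, a log2 fold change of -0.35 ± 0.41 (edgeR BH-adjusted p = 0.9995). Transcripts of the hypoxia and glycolysis genes, which serve cells short of oxygen, were lower as a list in the shMITF libraries, and ribosomal protein and mitochondrially encoded genes were higher as lists. None of the 3 passed with an estimated correlation (camera in limma, BH-adjusted p = 0.666, 0.862 and 0.862) or by fry (0.521, 0.98 and 0.98), and the direction of the ribosomal list turned without control 1 and that of the mitochondrial list without shMITF 1.

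**Figure D3:**
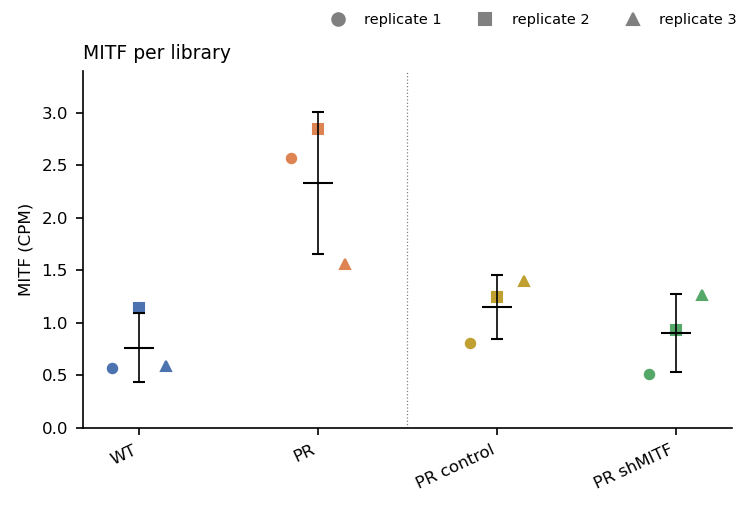
MITF in CPM in each of the 12 libraries, with markers for replicates and bars for the mean ± SD of 3 libraries. MITF lay between 0.516 and 2.85 CPM in every library, and the ranges of MCF-7 PR control and MCF-7 PR shMITF overlapped.

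In edgeR 0 of 17559 tested genes passed a BH-adjusted p of 0.05, 364 had an unadjusted p below 0.05, and limma-trend also called 0. At the study thresholds 55 genes were higher and 108 lower, 163 in all. With the replicate number as a block these became 104 and 142, or 246, and the unadjusted count 1268. Leaving out control 1 gave 438 at the study thresholds, leaving out shMITF 2 gave 368, and 0 genes passed BH in edgeR without any 1 library. The groups did not overlap in 1115 genes, or 6.35%. The share by chance is 10% only for exchangeable libraries, and same-numbered ones deviated together.

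DESeq2 called 22 genes, 6 higher and 16 lower in shMITF, of which the following were named after their values were seen. PRG4, which encodes the joint lubricant lubricin, went from 7.85 ± 0.882 to 45.3 ± 24.4 CPM (DESeq2 log2 fold change 2.53 ± 0.34, BH-adjusted p = 1.76e-09), the vitamin D hydroxylase CYP24A1 from 0.678 ± 0.73 to 4.99 ± 1.35 CPM and the actin binder ABLIM1 from 6.99 ± 0.362 to 14.8 ± 1.19 CPM. Lower genes included the sarcoglycan SGCE, from 4.66 ± 1.53 to 0.813 ± 0.156 CPM (DESeq2 -2.52 ± 0.35, BH-adjusted p = 8.21e-09), the thyroid hormone receptor THRB, from 1.70 ± 0.666 to 0.144 ± 0.133 CPM, the stem-cell factor SOX2, from 28.3 ± 4.11 to 12.2 ± 4.78 CPM, the sialomucin PODXL, from 98.6 ± 12.5 to 45.2 ± 14.2 CPM, and the lipoprotein receptor VLDLR, from 22.6 ± 2.68 to 12.6 ± 1.34 CPM. The smallest BH-adjusted p of any of these in edgeR was 0.284.

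Genes of the MITF pathway and of the cell cycle showed no change that passed. OGT stood at 60.0 ± 4.04 and 53.4 ± 5.46 CPM (log2 fold change -0.17 ± 0.16), OGA at 158 ± 24.2 and 140 ± 44.6 CPM, CCND1 at 1010 ± 370 and 1142 ± 276 CPM, CDKN1A at 105 ± 25.6 and 145 ± 25.9 CPM (0.46 ± 0.21, higher in each same-numbered pair) and CCNB1 at 197 ± 10.7 and 242 ± 6.05 CPM (0.29 ± 0.14). For CDK4, CDK6, RB1, TFEB, TFE3, CREB1, NAIP and IGFBP2 the log2 fold changes lay between -0.32 and 0.15. The secreted factors IGFBP7, CXCL12, CSF1 and SERPINE1 had log2 fold changes of 1.10 ± 0.60, 0.78 ± 0.54, 0.64 ± 0.38 and -0.31 ± 0.98. All of these had a BH-adjusted p of 0.9995 in edgeR, and IL6, CXCL8, CCL2, PTGER2, TFEC and MMP10 had means of at most 0.149 CPM and were not tested. CXCL8 had 3 counts in the controls and 12 in shMITF, a ratio between 1.35 and 27.5, and MMP10 had 48 counts in control 2 and 0 in each of the other 5 libraries.

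In the hypoxia and glycolysis list 8 of 37 genes were higher and the median log2 fold change was -0.23 (camera in limma, BH-adjusted p = 1.33e-07, adjusted p = 0.666 with an estimated correlation). NDRG1, a hypoxia-induced differentiation gene, stood at 455 ± 194 and 229 ± 87.2 CPM (-0.99 ± 0.35), the mitophagy genes BNIP3 and BNIP3L at 160 ± 54.1 and 91.8 ± 19.1 CPM and at 155 ± 11.1 and 107 ± 16.9 CPM, and the carbonic anhydrase CA9 at 0.329 ± 0.0861 and 0.104 ± 0.0381 CPM. None of the members passed BH over all genes in edgeR, and 0 passed over the list alone. Compared number by number, 17, 30 and 27 of the 37 genes were lower in shMITF 1, 2 and 3 than in the control of that number, with medians of 0.02, -0.32 and -0.23. The list passed without any 1 library.

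Ribosomal protein genes, which build the 2 subunits, were higher in 50 of 66 cases (median 0.07, camera in limma, BH-adjusted p = 0.0117, adjusted p = 0.862 with an estimated correlation). This result was absent with library size alone, without a filter, without control 3 or shMITF 2 and with libraries numbered 2 and 3 alone (camera in limma, BH-adjusted p = 0.0781, 0.0912, 0.313, 0.365 and 0.968), and its direction turned without control 1 (0.904). Genes of the mitochondrial genome, such as MT-ND1 at 349 CPM in control and 614 CPM in shMITF, were higher in 12 of 13 cases (median 0.30, camera in limma, BH-adjusted p = 0.0117, adjusted p = 0.862 with an estimated correlation). That list missed the threshold with the replicate number as a block and without control 1 or control 3 (camera in limma, BH-adjusted p = 0.0595, 0.489 and 0.146), and turned without shMITF 1 (0.636) and with libraries numbered 2 and 3 alone (0.0549).

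The study chose its SASP genes by fold change in these samples, so they are not independent evidence. They were higher in 3 of 5 cases (median 0.46, camera in limma, BH-adjusted p = 0.0523), with 0 called over the list alone. They passed with library size alone, with the replicate number as a block, without control 1 and without control 2 (camera in limma, BH-adjusted p = 0.0478, 0.0452, 0.0398 and 0.0176), but not with an estimated correlation (0.666) or with the block and an estimated correlation (0.894). Luminal markers such as GATA3 and KRT8 did not pass (median 0.02 but mean -0.02, camera in limma, BH-adjusted p = 0.614), nor did the MITF signature of the study (median 0.01, camera direction down, BH-adjusted p = 0.926), lysosome and TFE targets (0.931) or G2/M genes (0.487). BH-adjusted p by camera in limma was 0.314 for SASP factors, hexosamine enzymes, p53 targets, estrogen response, interferon response and antigen presentation, 0.291 for DNA replication, 0.502 for CDK4/6 and RB regulators, 0.491 for basal and EMT markers and 0.104 for NF-kB signalling. It was 0.641 for MITF and study genes and for the unfolded protein response, 0.656 for MITF melanocyte targets, 0.848 for CREB targets and cholesterol synthesis and 0.926 for PI3K signalling.

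Some of these lists passed upward with 1 library left out (camera in limma, BH-adjusted p). Without control 1 they were CREB targets (0.0456), DNA replication (0.0247), p53 targets (0.0368), basal and EMT markers (0.0172), interferon response (0.00022) and NF-kB signalling (0.0376). Without control 2 G2/M passed (0.00845), without shMITF 1 G2/M (0.000354) and estrogen response (0.0115), without shMITF 2 DNA replication (0.0191) and without shMITF 3 p53 targets (0.0356). With libraries numbered 2 and 3 alone CREB targets (0.0157), estrogen response (0.000196) and basal and EMT markers (0.0334) also passed upward, and the unfolded protein response downward (0.0152). Medians and means differed in sign for MITF and study genes (-0.09 and 0.01) and melanocyte targets (-0.07 and 0.21), and the CREB median of -0.05 went with a camera direction of up. Over the list alone 1 gene was lower in the unfolded protein response, VLDLR, and 0 genes were called in the other lists.

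**Figure D4:**
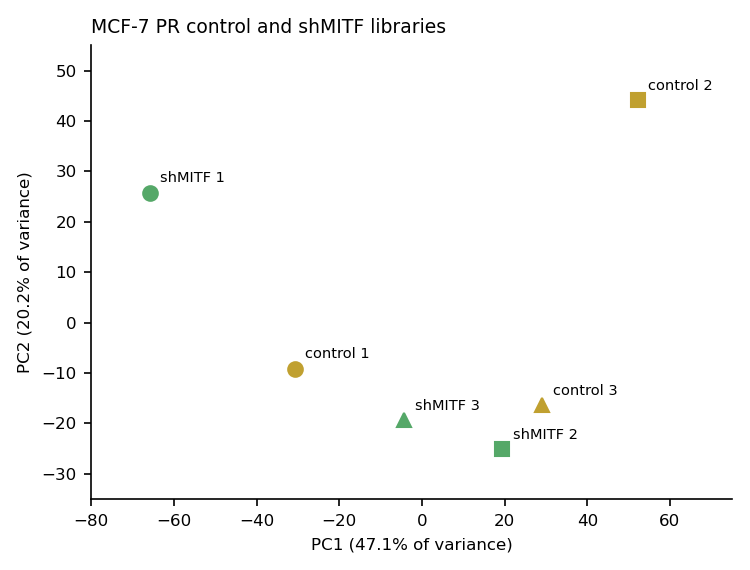
First 2 principal components of log2 CPM of the MCF-7 PR control and MCF-7 PR shMITF libraries, with the share of variance on each axis and points numbered by replicate. Control 1 and shMITF 1 lay furthest to the negative side of the first component, away from control 2 and control 3.

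The control and shMITF libraries were not parted by label on the first principal component, which held 47.1% of the variance. Control 1 and shMITF 1 lay at -30.7 and -65.8, control 2 and control 3 at 52.2 and 29.1, and shMITF 2 and shMITF 3 at 19.4 and -4.23. Genes of red blood cells differed in 1 library: the 7 erythroid markers, with the globin gene HBB, summed to 15.5, 0.4 and 14.4 CPM in control 1 to 3 and to 14.8, 12 and 17.8 CPM in shMITF 1 to 3. The 23 hepatocyte markers, with albumin, summed to 8.88 CPM in control 2 and to between 1.71 and 2.21 CPM in the other 5 libraries. The leukocyte gene LAPTM5 stood at 0.0093 CPM in control 2 and between 2.22 and 3.31 CPM elsewhere, and VIM and IGFBP7 were also lowest there, at 0.633 and 0.121 CPM.

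**Figure D5:**
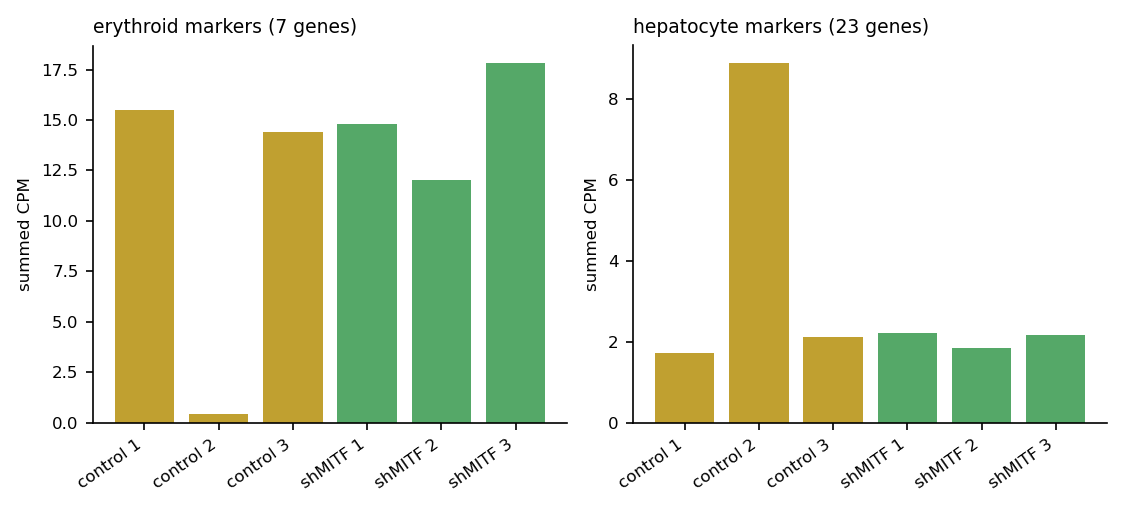
Summed CPM of 7 erythroid and 23 hepatocyte marker genes in each of the 6 MCF-7 PR control and MCF-7 PR shMITF libraries, shown as bars. Erythroid markers were nearly absent and hepatocyte markers highest in control 2.

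The genes that differ between MCF-7 PR and the libraries labelled MCF-7 WT were followed in the shMITF comparison, without knowing which of them belong to resistance. Genes higher in MCF-7 PR leaned lower in shMITF (2775 genes, 42.3% higher, median -0.04), and genes lower in MCF-7 PR leaned higher (2206 genes, 59.4% higher, median 0.05). The first set includes luminal and estrogen genes and the second mitotic genes, but the lists of these genes did not pass in shMITF. The camera direction of the estrogen list was up, against the lean of the first set. The shifts of both sets were small beside a median of 0.00 for the other genes. With library size alone the median of the second set turned to just below 0. Camera in limma gave BH-adjusted p of 0.027 and 0.00856 (adjusted p = 0.222 and 0.222 with an estimated correlation). Without control 1 both sets missed the threshold (0.265 and 0.265), as they did without shMITF 3 (0.294 and 0.341), and the first also without control 3 (0.0596) and without shMITF 1 (0.167).

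Across 11916 genes the fold changes of the 2 comparisons had a Pearson correlation of -0.173 and a Spearman correlation of -0.154. At the study thresholds 28 genes were higher in MCF-7 PR and lower in shMITF against 11.2 expected (Fisher exact test, BH-adjusted p = 7.48e-07), and 10 were lower and then higher against 3.89 expected (0.00444). Genes moving the same way numbered 6 against 4.89 and 6 against 8.89 expected (Fisher exact test, BH-adjusted p = 0.605 and 0.471). By BH in edgeR the shMITF comparison has 0 genes to overlap. The Fisher test treats genes as independent, so its p-values do not measure the spread between libraries. Its shMITF calls are unadjusted, and another split of those libraries gave 865 such genes against 163 by the labels.

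Resistant cells were present in both experiments, so their levels were set side by side without a test. The sample titles name them PR3 in the first experiment and PR in the second, and whether these are the same clone is not given, so a difference of clone cannot be told apart from one of experiment or kind of file. Many luminal genes were high in both: in MCF-7 PR control TFF1 stood at 333 ± 64.5, GFRA1 at 708 ± 105, GATA3 at 1510 ± 103 and CDH1 at 405 ± 102 CPM, while VIM stood at 2.34 ± 1.52, LDHB at 4.77 ± 3.86 and CDKN2A at 0.234 ± 0.204 CPM. The luminal markers CLDN3 and CLDN4 did not match, at 0 counts in every MCF-7 PR library and at 587 and 676 CPM in MCF-7 PR control. Other genes parted. DSCAM stood at 20.5 CPM in MCF-7 PR control against 1178 CPM in MCF-7 PR, SYT10 at 1.44 against 38.8 CPM and the pigment gene SLC24A5 at 0 against 37.8 CPM. Mean Spearman correlations over 12243 genes were 0.508 ± 0.0112 for MCF-7 PR libraries with those of MCF-7 PR control, 0.371 ± 0.0141 for MCF-7 WT with MCF-7 PR control, and 0.67 ± 0.0112 for MCF-7 WT with MCF-7 PR in the same kind of file. Of 10718 genes at 5 CPM or more in MCF-7 PR, 1166 were over 10-fold lower in MCF-7 PR control, and 642 of 10251 in the reverse direction.

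Markers of other cell types in the WT and PR libraries often rested on single genes. The erythroid sum of 287 ± 57 CPM in MCF-7 WT and 30.5 ± 1.23 CPM in MCF-7 PR was nearly all the fetal globin HBG2, at 283 and 28.8 CPM. The leukocyte sum of 556 ± 154 and 254 ± 124 CPM was nearly all the macrophage receptor CSF1R, and the endothelial sum of 3.1 ± 0.44 and 63.4 ± 4.85 CPM nearly all the sialomucin EMCN. Fibroblast markers summed to 255 ± 21.2 and 183 ± 29.1 CPM, prostate luminal markers to 10.5 ± 1.12 and 54.4 ± 15.1 CPM and neural markers to 36.4 ± 10.7 and 85.1 ± 11.8 CPM. Most of the fibroblast sums was PDGFRA, at 222 and 154 CPM. In MCF-7 PR control HBG2, CSF1R, EMCN and PDGFRA stood at 1.65, 0.263, 3.75 and 0.0031 CPM, far below MCF-7 PR. Whether experiment, clone or kind of file made that difference cannot be told apart, so these genes do not show that other cells were present. Hepatocyte, melanocyte, keratinocyte and intestinal sums lay between 3.24 and 29.5 CPM in both groups.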

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

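The tests added after the results were seen were limma-trend, the fits without the 4 most abundant features or with values below 0 set to 0, the libraries numbered 2 and 3 alone, and the block with an estimated correlation. Over single genes and lists 2429 alternatives left the call and direction as they were, 66 lost it, 49 gained it, 7 moved a count or value and 61 turned the direction. Over counts and sets the numbers were 83 unchanged, 14 moved, 5 gained and 13 lost. The cause of a difference was not tested unless it is stated. Fits with fewer libraries have less information by construction.

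In MCF-7 PR against MCF-7 WT, 10277 genes became 6801 at the study thresholds and 6799 at BH with 2-fold. MITF passed in edgeR at log2 fold changes of 1.54 without a filter, 1.55 with a filter of 1 CPM and 1.37 to 1.79 with 1 library left out, because those filters kept it. Same-numbered libraries had correlations of 0.161, 0.184 and -0.195, which gives no sign of pairing, and the replicate number as a block gave 5186 higher and 5210 lower genes. Limma-trend on unrounded values gave 5149 and 5169, values below 0 set to 0 gave 5140 and 5143, and the fit without the 4 most abundant features 5185 and 5119. Of the 6 gene lists past the threshold, 0 passed with an estimated correlation, and 12 lists passed by fry. Turned directions, none past the threshold, were RB1 at -0.08 and AURKA at -0.01 with library size alone, and by BH-adjusted camera p in limma MITF and study genes (0.987 without a filter, 0.99 at 1 CPM, 0.821 to 0.999 with 1 library left out), SASP factors (0.913) and PI3K signalling (0.987), both without a filter.

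In MCF-7 PR shMITF against control, the 0 genes called by edgeR became 22 by DESeq2, 101 without a filter and 15 with libraries numbered 2 and 3 alone, and 163 at the study thresholds. The count of 163 became 838 without a filter, 56 at 1 CPM, 30 by limma-trend and 343 with libraries numbered 2 and 3 alone. The 3 lists became 0 with an estimated correlation, 0 by fry, 5 with libraries numbered 2 and 3 alone (hypoxia and glycolysis and 4 others, so the ribosomal and mitochondrial lists were lost) and 1 to 8 with 1 library left out. Besides the values given with the results, the replicate number as a block changed no other call. Single genes turned direction without passing: SERPINE1 to 0.16 with the block, CDK6 to -0.04 with library size alone and RB1 to 0.02 with libraries numbered 2 and 3 alone. With 1 library left out log2 fold changes ran from -1.20 to 1.90 for SERPINE1, -0.10 to 0.15 for CDK6, -0.34 to 0.08 for OGA, -0.02 to 0.52 for CCND1, -0.32 to 0.10 for TFEB, -0.01 to 0.14 for TFE3, -0.30 to 0.01 for CREB1 and -0.15 to 0.13 for IGFBP2.

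Lists that turned direction are given by their BH-adjusted camera p in limma. With libraries numbered 2 and 3 alone these were the MITF signature (0.673), lysosome and TFE targets (0.859), the unfolded protein response (0.0152) and mitochondrially encoded genes (0.0549). At 1 CPM they were MITF melanocyte targets (0.823), lysosome and TFE targets (0.823), interferon response (0.907) and PI3K signalling (0.823). Without a filter they were lysosome and TFE targets (0.986) and PI3K signalling (0.986), and with library size alone lysosome and TFE targets (0.823). With 1 library left out the adjusted p ran from 0.351 to 0.87 for the MITF signature, 0.502 to 0.933 for melanocyte targets, 0.621 to 0.98 for lysosome and TFE targets, 0.00022 to 0.966 for interferon response, 0.233 to 0.54 for the unfolded protein response, 2.63e-10 to 0.636 for mitochondrially encoded genes and 0.359 to 0.779 for PI3K signalling. It ran from 0.0759 to 0.98 for MITF and study genes, 0.0456 to 0.974 for CREB targets, 0.278 to 0.929 for CDK4/6 and RB regulators, 0.000354 to 0.502 for G2/M, 0.0356 to 0.929 for p53 targets, 0.0115 to 0.87 for estrogen response, 0.169 to 0.859 for luminal markers, 0.2 to 0.967 for cholesterol synthesis and 5.52e-17 to 0.904 for ribosomal proteins.

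Genes higher in MCF-7 PR, tested in the shMITF comparison by camera in limma, had BH-adjusted p of 0.0847 with no fold threshold, 0.222 with an estimated correlation, 0.599 with libraries numbered 2 and 3 alone, 0.449 with the block and an estimated correlation, and 0.0027 to 0.294 with 1 library left out. Genes lower in MCF-7 PR had 0.222, 0.293, 0.445 and 0.000237 to 0.341 in the last 4 of these.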

Other observations

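The tests of the 2 gene families, of the explanations weighed below and of the sample splits were chosen after the results were seen.

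Of 385 tested zinc-finger (ZNF) genes, many of them KRAB repressors of mobile elements, 232 were higher and 51 lower in MCF-7 PR, 140 and 11 of them by over 4-fold, with a median log2 fold change of 1.10 (camera in limma, BH-adjusted p = 4.2e-10, adjusted p = 0.138 with an estimated correlation). ZNF83 went from 0.417 ± 0.196 to 292 ± 16.3 CPM and ZNF718 from 3 counts to 152 ± 6.78 CPM. ZNF763 went from 0.549 ± 0.208 to 357 ± 21.8 CPM but stood at 0.237 CPM in MCF-7 PR control. Metallothionein genes, which buffer zinc and copper, were lower in 3 of 6 cases, MT1A, MT1E and MT1M, with a median of -1.45 (camera in limma, BH-adjusted p = 0.0116, adjusted p = 0.321 with an estimated correlation). MT1A fell from 291 ± 99.3 to 66.2 ± 39.2 CPM, while MT1F, MT1X and MT2A were uncalled.

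Many luminal and estrogen genes were near 0 in the libraries labelled MCF-7 WT. Scaling by a few abundant features is excluded, because the lowest median of the luminal list under any scaling was 2.87. Cells with the levels of MCF-7 PR at 1% or more, diluted by other cells, are made less likely but not excluded. Of 51 luminal and estrogen genes called higher in MCF-7 PR, 14 stayed below 1% of their MCF-7 PR level, although 25 lay above 5% and the median was 4.99%. These genes were chosen for being higher in MCF-7 PR, and the values are not plain counts. MCF-7 cells with lower levels of these genes than MCF-7 PR are not covered. A different line under this label fits: CDKN2A, which MCF-7 has lost by deletion, stood at 56.7 CPM or more in each of these libraries, and its neighbour MTAP at 302 to 367 CPM against 10.5 to 12.9 CPM in MCF-7 PR. If so, the differences between these libraries and MCF-7 PR could be differences between lines and need not come from resistance.

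The MCF-7 PR shMITF and control libraries were not parted by label. A batch shared by libraries of the same number fits, with a lowest same-numbered correlation of 0.23. The sharing was clearest for number 1 (0.472), and the differently numbered control 3 and shMITF 2 had 0.217. Deviations from a mean of 3 libraries sum to 0, so some pairs can correlate positively without a batch, and these values do not show one. An exchange of control 1 and shMITF 2 can be neither excluded nor supported, because the ratio of mean MITF after it would be 0.725, although it gives the split with the most genes at the study thresholds (865 against 163 by the labels). CXCL8, at 0, 2 and 1 counts in control 1 to 3 and 3, 5 and 4 in shMITF 1 to 3, and CDKN1A, at 132, 81.4 and 101 CPM and 171, 143 and 120 CPM, ran in the labelled direction in each same-numbered pair, the first near the floor. The study chose both by fold change in these samples, so they cannot weigh for the labels. Of its other SASP genes, IGFBP7 was higher in shMITF in each pair. SERPINE1 was lower in shMITF 1 and 2 (0.107 and 0.795 CPM against 0.154 and 1.27 CPM), and CXCL12 in shMITF 2 (4.64 against 5.32 CPM). With and without control 2, the deepest library, edgeR called 0 genes, although a fit with fewer libraries has less information. The other libraries had totals from 50320725 (control 1) to 60224481 (shMITF 1). On the first component, computed with control 2 included, controls 1 and 3 lay at -30.7 and 29.1. The shMITF libraries 1 to 3 lay at -65.8, 19.4 and -4.23, so libraries of similar depth were not parted either. These values argue against the depth of control 2 as the whole cause, and a part played by it stays open.

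Erythroid genes were lacking from control 2 alone, at a summed 0.4 CPM in the deepest library, which excludes depth. Controls 1 and 3, which by their labels also lack the hairpin against MITF, summed to 15.5 and 14.4 CPM, so the hairpin does not explain the lack in control 2. The ratio of 0.994 between the shMITF libraries and controls 1 and 3 leaves out control 2, so it mainly restates the pattern. What brought erythroid reads to the other 5 libraries stays open. CDKN2A, which MCF-7 has lost by deletion, had 17, 0 and 22 counts in control 1 to 3. It had 26, 10 and 85 counts in shMITF 1 to 3, or at most 1.45 CPM. By that criterion the 5 libraries other than control 2 may also hold some reads that are not of MCF-7, and their source was not tested. Control 2 also had 260 counts of albumin against at most 2 elsewhere.

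The 6 libraries of a comparison allow only 10 splits into 3 and 3, too few for a test. For MCF-7 PR against MCF-7 WT, edgeR called 10277 genes by the labels and 0 by any other split, so 1 split gave as many. For the gene lists of that comparison, 6 passed by the labels and up to 12 by another split, and 9 of the 10 splits gave as many, so a count of lists alone does not mark the labels out.

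For MCF-7 PR shMITF against control, edgeR called 0 genes by the labels and at most 2 by another split, and all 10 splits gave as many. By the labels 364 genes had an unadjusted p below 0.05 in edgeR, and DESeq2 called 22 genes, limma-trend 0 and edgeR without a filter 101. At the study thresholds 163 genes passed by the labels and 865 when control 1, shMITF 1 and shMITF 3 were set against the others, which is that exchange, and 5 splits gave as many. That points to structure among the samples, and in splits that part every number the counts were 28, 83 and 112. For gene lists 3 passed by the labels and up to 10 by another split, with 9 splits giving as many. For the MCF-7 PR gene sets the smallest camera p in limma was 0.00428 by the labels and 3.04e-07 when control 1, control 2 and shMITF 2 were set against the others, and 3 splits gave a value as small.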
